A study of Mus musculus and Gallus gallus with 2 samples. Its data were reported in "Developmental and evolutionary comparative analysis of a regulatory landscape in mouse and chicken" (2022).

How the data were processed

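Capture Hi-C was performed in the study on posterior trunks of wild-type mouse embryos at E9.5 and of chicken embryos at HH18, with 1 library per species. The labels state that probes enriched chromosome 2 from 72240000 to 76840000 in mm9 and chromosome 7 from 14946000 to 17870000 in galGal5. The stage of the chicken embryos is given here as in the labels, while a figure legend of the study gives a later stage for this library.

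Per the methods of the study, reads were trimmed, mapped and filtered with HiCUP, which also removes duplicates, and pairs were loaded into matrices of 5 kb for mouse (mm10) and 2.5 kb for chicken (galGal6) with Cooler. The matrices were balanced with HiCExplorer by iterative correction (ICE), and domains were called from TAD separation scores. Of each library, 2 files were used. The first lists the valid pairs, with the strand, position, fragment number and mapping quality of both ends. The mapping quality is a score given by the aligner of the authors, and the lowest score in the files was 31 in mouse and 32 in chicken. Positions are those of restriction fragments. The second file lists the domains, 6 in mouse and 8 in chicken, each with a TAD separation score that was deposited by the authors. This score belonged to the start of a domain, as it followed the score recomputed there.

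C-DOM, sub-TAD1 and sub-TAD2 were taken as the deposited domains that match the T-DOM described by the study and the neighbour of sub-TAD1 on the side of the cluster. The match used the stretch of T-DOM that the methods of the study scanned for histone acetylation, which does not coincide with deposited borders. It starts inside sub-TAD1 in both species and ends beyond sub-TAD2, further so in mouse. The domains with the largest part inside it were taken, and every length ratio and domain comparison rests on this choice, which in chicken was not checked against genes. The analysed stretch ran from the start of the first to the end of the last deposited domain. Pairs were binned at the resolution of the study. Bins with a modified z-score of coverage below -2 or above 5 were excluded, as were pairs of bins less than 2 bins apart, and maps were balanced by an own implementation of iterative correction with at most 500 iterations. The study read its lower limit from a diagnostic plot without giving the value, so the lower limit was set here. Balancing equalises the coverage of bins and is meant to remove differences in capture and mappability. The expected contact was the mean of each diagonal.

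The separation score was the log2 mean contact of a diamond of 240 kb (mouse) or 120 kb (chicken) on each side of a bin edge, minus its median in the analysed stretch. The windows were those of the study, but its HiCExplorer routine was not run here, and recomputed and deposited scores therefore differ in scale. Intervals came from 1000 bootstrap samples of bins or segments, with seed 11, or were Wilson intervals for shares, all at 95%. The intervals of the difference between Hoxd1 and Hoxd9 and of the squares were normal approximations from pair counts. Bins within 1 library are not replicates. For the promoter contacts, raw pairs with 1 end in a window of 5 kb on either side of the start site were counted, without balancing. Promoters were compared within the mouse library by Fisher's exact test, two-sided, adjusted by Benjamini-Hochberg over 3 comparisons. For the correlation of maps, 20 segments per domain were used. The strongest contacts were squares of 5 bins at least 20 bins apart with an expected contact of at least 20.

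Mouse gene positions came from a RefSeq table of GRCm38, the build equivalent to mm10. The reference sequence at hand was of the older mm9 build and was used only to check the build and for the strand of genes. None of its coordinates is printed. Of 10200 mouse fragment positions, 0.549% matched the restriction sites of mm9 as they are, and 100.0% matched after a shift by 161943 bp, which is the shift between mm9 and the RefSeq table at Hoxd1. The files thus use the build of the RefSeq table at this locus. The strand of Lnpk was not matched, so no start site is given for it. An annotation of the chicken build was not used here, and contacts of chicken promoters were therefore not analysed here.

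The genes named were fixed before the data were examined, as were the tests, the segments and most alternatives: the promoters of Hoxd1, Hoxd4 and Hoxd9, which the study used as viewpoints, the first and last Hoxd gene, and Mtx2, Evx2, Lnpk, Atp5g3, Atf2, Hnrnpa3 and Nfe2l2 as landmarks, together with the 3 strongest contacts of each species. Hoxd11 and Hoxd12 were added after the position of the border was seen. Alternatives were unbalanced counts, bins of 10 kb and 5 kb, windows of 120 kb and 480 kb in mouse and of 60 kb and 240 kb in chicken, pairs with identical positions counted 1 time, the chicken library thinned to 1205708 pairs, a minimum of 10 bins between ends, displaced borders, borders at the lowest score, promoter windows of 10 kb on either side, targets within the same distance, sums of balanced bins, a division of sub-TAD1 at the far end of Mtx2, 10 segments per domain, and segment pairs in different domains only. Added later were pairs with identical positions and strands counted 1 time, the expected contact by distance in base pairs, the mean of each domain pair removed, and the squares at the corners of domains.

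The procedures were tested on simulated data. In 20 simulated maps of 641 bins with 1205708 pairs each, as in the analysed mouse stretch, 80 of 80 borders were found within 1 bin and the strongest border ranked lowest in all 20. A contact across the strongest border of 0.3 times that within domains was recovered as 0.345 at the median after balancing and as 0.310 without it. In simulated maps with even bin coverage, the medians were 0.365 with and 0.303 without balancing. Balancing thus understated the depletion in the simulated maps. A decay exponent of -0.7 was recovered as -0.706 from pairs that cross no border. The exponents of the libraries were fitted to all pairs, so the simulation did not test that fit. In 20 pairs of simulated maps of 60 segments that shared a pattern, the true alignment ranked first among the shifts in 19. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.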

Results

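Chromatin contacts at the HoxD locus were measured by Capture Hi-C in dissected posterior trunks of mouse embryos at embryonic day 9.5 (E9.5) and of chicken embryos at Hamburger-Hamilton stage 18 (HH18). In this assay, crosslinked chromatin is digested and ligated, and the ligated fragments that stem from a chosen stretch of the genome are enriched with probes before sequencing, so that each read pair reports a contact between 2 restriction fragments. The HoxD cluster lies between 2 topologically associating domains (TADs), the centromeric C-DOM and the telomeric T-DOM, and T-DOM is further divided into sub-TAD1, next to the cluster, and sub-TAD2. The comparison asked whether this architecture has the same layout in both species. The series held 1 library per species. Hence no test between species and no replicate check could be made, and the intervals given here cover counting error or the sampling of bins within 1 library only.

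The mouse library held 1760168 valid pairs, all between 72402457 and 76999666 on chromosome 2. The chicken library held 5600009, all between 14000003 and 18999875 on chromosome 7. These counts cover the 2 spans only and are not totals of the chromosomes. The stretch spanned by the deposited domains was analysed, which was chromosome 2 from 73500001 to 76705000 in mm10 for mouse and chromosome 7 from 15050001 to 17505000 in galGal6 for chicken. It contained 1205708 mouse pairs and 4016782 chicken pairs. After exclusion of 12 of 641 mouse bins of 5 kb and 28 of 982 chicken bins of 2.5 kb, the median bin had 3539 pairs in mouse and 8140.5 pairs in chicken. The median distance between the ends of a pair was 187 kb in mouse and 193 kb in chicken. Pairs over 20 kb apart made up 84.3% of the mouse pairs in the analysed stretch (95% Wilson interval 84.3 to 84.4%) and 84.9% of the chicken pairs (84.8 to 84.9%). Between 20 and 200 kb, the balanced contact decayed with distance with an exponent of -0.644 in mouse and -0.582 in chicken. With pairs of identical positions counted 1 time, the exponent was -0.525 in mouse and -0.288 in chicken.

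The first comparison concerned the extent of the domains. In mouse, C-DOM extended on chromosome 2 from 73910000 to 74680000, sub-TAD1 from there to 75150000 and sub-TAD2 to 75595000. The chicken locus is inverted on its chromosome, and C-DOM extended on chromosome 7 from 16630000 down to 16340000, sub-TAD1 to 16075000 and sub-TAD2 to 15860000. C-DOM measured 770.0 kb in mouse and 290.0 kb in chicken, a ratio of 2.66. T-DOM measured 915 kb in mouse and 480 kb in chicken, a ratio of 1.91. Within T-DOM, sub-TAD1 was 470.0 kb long in mouse and 265 kb in chicken (ratio 1.77), and sub-TAD2 445 kb and 215 kb (ratio 2.07). Both TADs together were 1685 kb long in mouse and 770.0 kb in chicken, which gave a ratio of 2.19. A displacement of each outer border by the resolution of the bins left this ratio between 2.16 and 2.22. The ratio for C-DOM (2.58 to 2.74 under such displacements) thus lay above that for T-DOM (1.87 to 1.95). When each border was moved to the lowest separation score in its vicinity, the ratio for both TADs together was 2.18.

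The mouse annotation in the same build placed Atp5g3 (73908447 to 73912464) across the outer border of C-DOM, and Lnpk (74514836 to 74579458) and Evx2 (74652989 to 74661520) inside C-DOM. The transcription start sites of Hoxd13 and Hoxd12 lay on the C-DOM side of the C-DOM/T-DOM border, 11.8 kb and 4.99 kb away from it, at 74668225 and 74675013. The body of Hoxd11 (74679558 to 74687016) spanned the border. The start sites of Hoxd9 (74697763), Hoxd4 (74721978) and Hoxd1 (74762980) lay inside sub-TAD1, 17.8 kb, 41.98 kb and 83.0 kb from the border. Mtx2 (74825812 to 74876748) was also contained in sub-TAD1. Hnrnpa3 (75659105 to 75669407) and Nfe2l2 (75675513 to 75704663) were located beyond sub-TAD2, and Atf2 (73816509 to 73892677) beyond C-DOM. The landmark genes of the chicken locus were not analysed here.

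**Figure D1:**
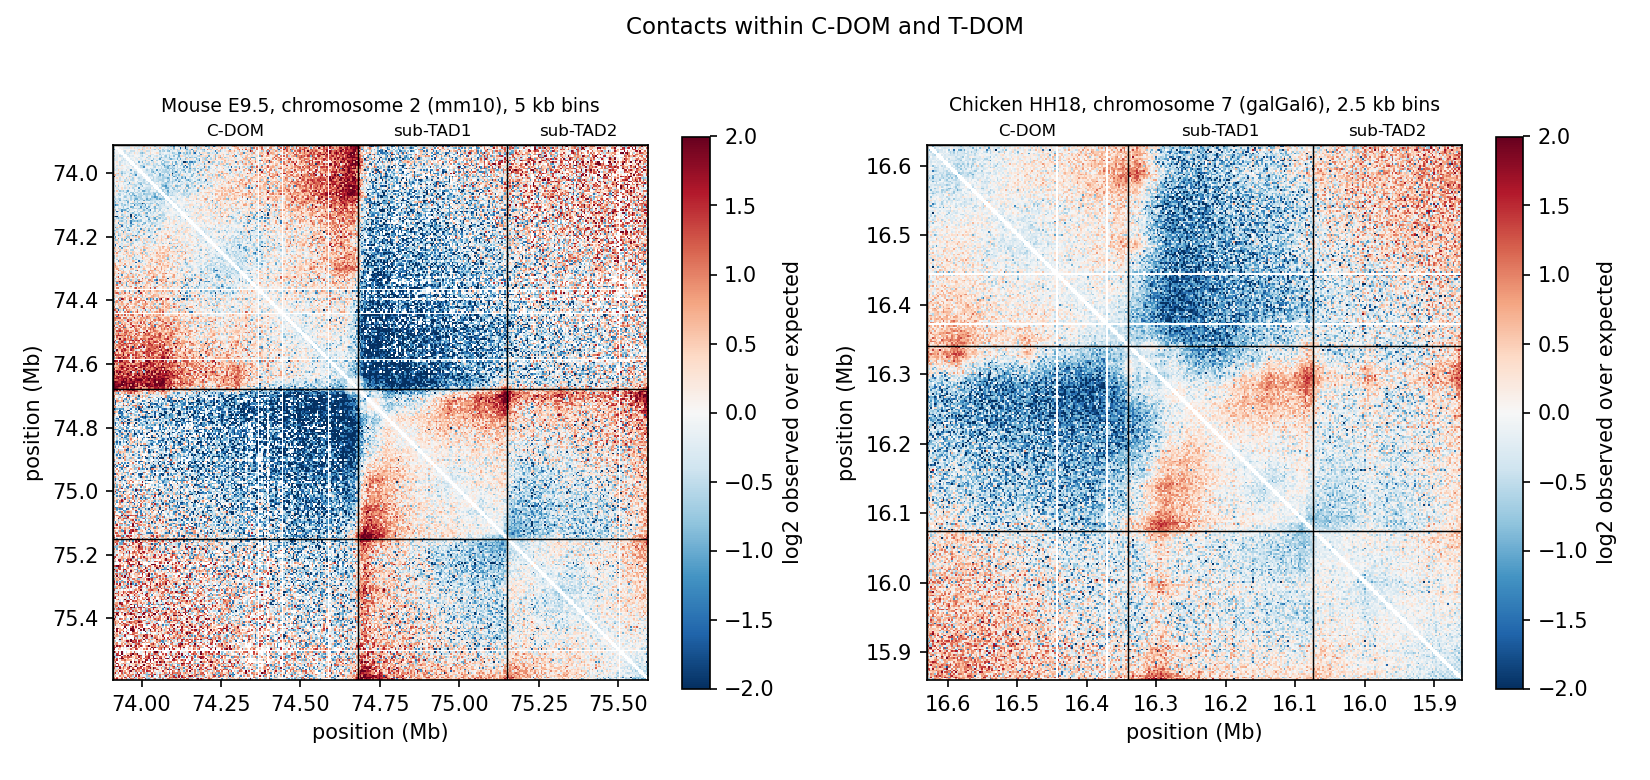
Balanced contacts over the mean contact at the same distance (log2, colour) for each pair of bins in C-DOM, sub-TAD1 and sub-TAD2 of the mouse library (left, 5 kb bins) and the chicken library (right, 2.5 kb bins), with positions in Mb on both axes, the chicken axes inverted, and black lines at the deposited borders. The block between C-DOM and sub-TAD1 is depleted in both maps, to 0.467 of the expected contact in mouse and 0.613 in chicken.

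The strength of the borders was then compared. The TAD separation score is the log2 mean contact between the sequences on both sides of a position, here relative to the median of the analysed stretch, so that a low score marks a strong border. In mouse, the score at the C-DOM/T-DOM border was -1.74 (95% bin bootstrap interval -2.04 to -1.38), and the next lowest of the 5 scored borders, the outer border of T-DOM, had -0.69. In chicken, the score at the C-DOM/T-DOM border was -0.97 (-1.23 to -0.73). This was also the lowest of the 7 scored borders, but the next one, at 16920000 outside of C-DOM, had a score of -0.80, which is within the interval. A window of 480 kb instead of 240 kb gave the largest shift of the mouse score, to -1.30. With a window of 60 kb instead of 120 kb, the chicken C-DOM/T-DOM border had a score of -0.72 and ranked below the outer border of T-DOM, which had -0.90. The deposited scores at the C-DOM/T-DOM border were -1.504 in mouse and -1.01 in chicken, each the lowest of its deposited list.

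The border between sub-TAD1 and sub-TAD2 was weaker. It had a score of -0.51 (-0.64 to -0.38) in mouse and -0.35 (-0.46 to -0.22) in chicken. The score depended on the window, with -0.77 in mouse and -0.48 in chicken for the narrower windows, and 0.0367 and 0.00469 for the wider ones. Unbalanced counts gave -0.08 and -0.07. The outer border of T-DOM had -0.69 (-0.84 to -0.53) and -0.76 (-0.88 to -0.62), and the outer border of C-DOM -0.31 (-0.49 to -0.12) and -0.47 (-0.63 to -0.32), respectively.

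**Figure D2:**
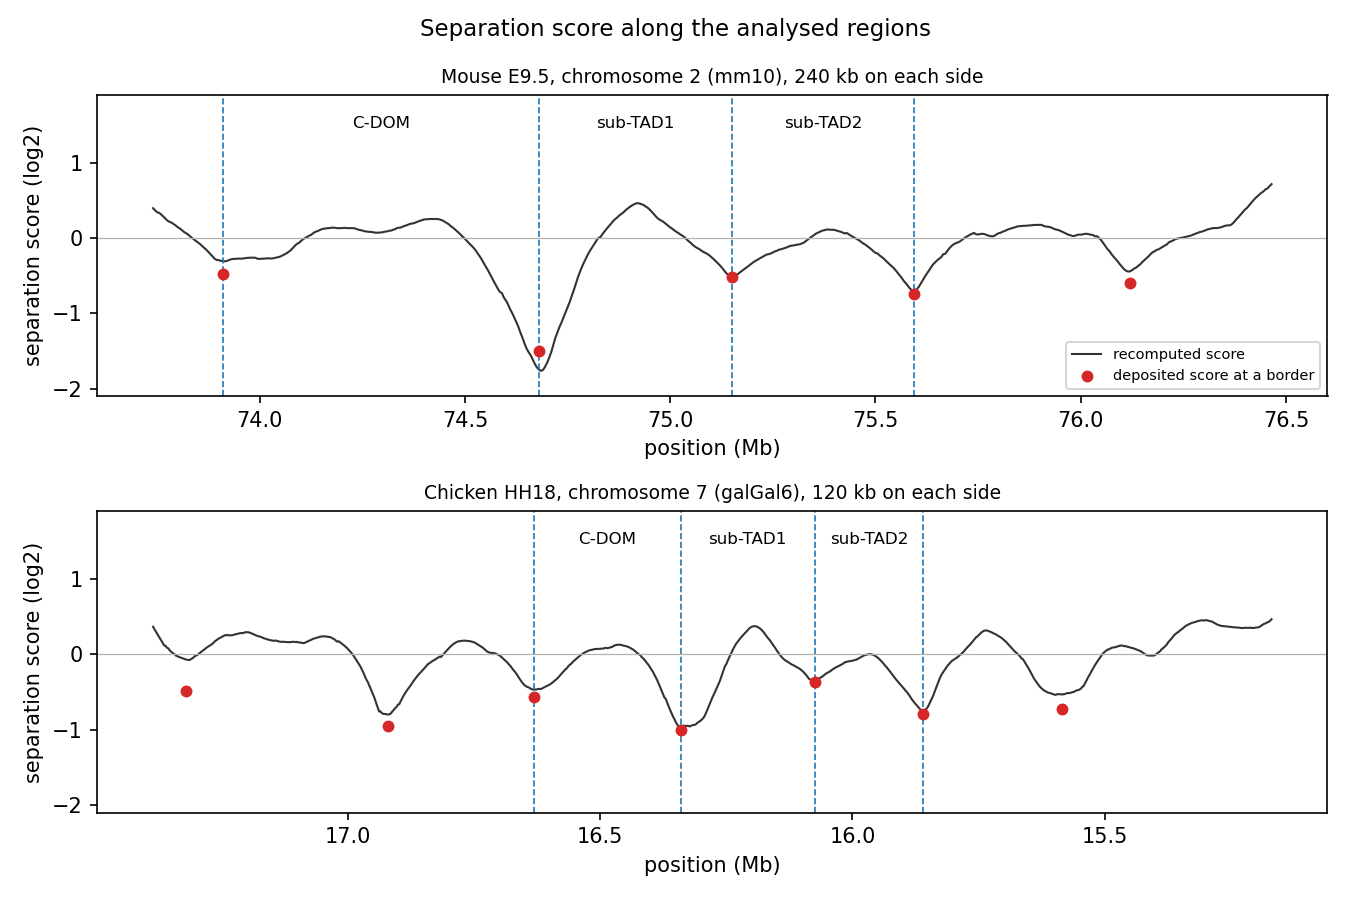
TAD separation score (log2, vertical axis) against position in Mb for the mouse library (top, window of 240 kb on each side) and the chicken library (bottom, 120 kb on each side, inverted axis), where the line is the recomputed score, red points are the deposited scores at the borders and dashed lines are the borders of C-DOM, sub-TAD1 and sub-TAD2. The lowest point of each line lies at or next to the C-DOM/T-DOM border, with -1.74 at that border in mouse and -0.97 in chicken.

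Contacts within and between domains were set against the mean contact at the same distance. Within the 3 domains, the observed over expected contact was 1.04 (1.02 to 1.05) in mouse and 0.985 (0.970 to 1.0001) in chicken. Values near 1 follow in part from the measure, since pairs within domains supply most of the contacts at short distance. Removal of the balancing moved these values most upwards, to 1.203 and 1.10. With the same borders displaced by 280.0 kb in mouse and 127.5 kb in chicken, the values were 0.839 and 0.828. For bins at least 10 bins apart, the values were 1.12 in mouse and 1.03 in chicken, against 0.808 and 0.798 with displaced borders.

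C-DOM and sub-TAD1 contacted each other less than their distance would give. The observed over expected contact between them was 0.467 (0.430 to 0.514) in mouse and 0.613 (0.573 to 0.657) in chicken, and the 2 intervals did not overlap. It was the lowest value among the 5 pairs of neighbouring domains in mouse and among the 7 pairs in chicken. Sub-TAD1 and sub-TAD2 had values of 0.971 (0.904 to 1.05) and 0.935 (0.899 to 0.975). Contacts between C-DOM and sub-TAD2, which flank sub-TAD1, were not below the expected contact, with 1.04 (0.996 to 1.10) in mouse and 1.13 (1.09 to 1.19) in chicken. At these distances, most pairs of bins in the analysed stretch cross a border, which lowers the expected contact itself. These values therefore do not exclude a depletion by the borders. At distances up to the window of the score, contacts across the C-DOM/T-DOM border were 0.302 times as frequent as contacts within the flanking domains in mouse and 0.565 times in chicken. Across the sub-TAD1/sub-TAD2 border, the corresponding values were 0.615 and 0.763. At distances up to the wider windows they were 0.531 and 0.723, and with unbalanced counts 0.726 and 0.886. Across the C-DOM/T-DOM border, the wider windows gave 0.261 in mouse and 0.469 in chicken, and the narrower ones 0.423 and 0.714. Across the sub-TAD1/sub-TAD2 border, the narrower windows gave 0.597 in mouse and 0.736 in chicken. In chicken, both borders thus had similar values with the narrower window.

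Around the C-DOM/T-DOM border, each bin was assigned the share of its contacts with sub-TAD1 among its contacts with sub-TAD1 and C-DOM. Only a stretch of each domain was counted. Both stretches had the same length and started at the same distance from the border. Bins on the sub-TAD1 side lie closer to the sub-TAD1 stretch, so the share rises across the border with distance alone. No correction for distance was made. In mouse, the median share rose from 19.0% over 12 bins on the C-DOM side to 83.8% over 12 bins on the sub-TAD1 side. In chicken, it rose from 27.2% over 12 bins to 52.8% over 13 bins. Contacts with both stretches were equally frequent 3.17 kb inside sub-TAD1 in mouse, which is less than 1 bin, and 14.5 kb inside sub-TAD1 in chicken.

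**Figure D3:**
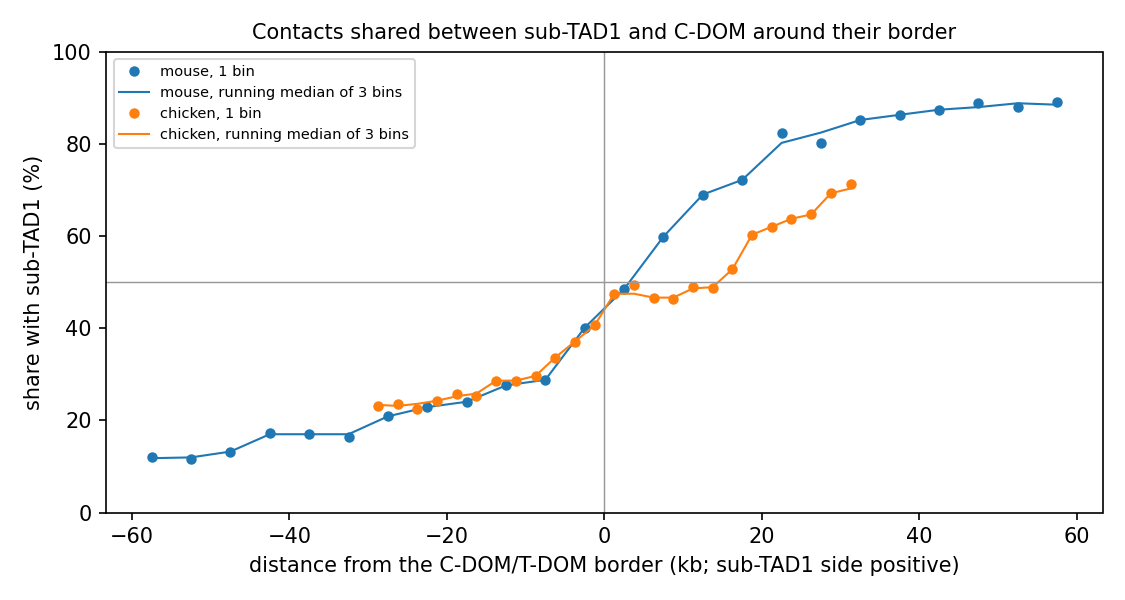
Share of contacts with sub-TAD1 among contacts with sub-TAD1 and C-DOM (percent, vertical axis) against the distance of the bin from the C-DOM/T-DOM border (kb, sub-TAD1 side positive), with 1 point per bin and lines for the running median of 3 bins in mouse (blue) and chicken (orange). The mouse line crosses 50% 3.17 kb from the border and the chicken line 14.5 kb from it. Of each domain, only a stretch of equal length at equal distance from the border was counted.

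The contacts of single Hoxd promoters were examined to ask whether genes at different positions of the cluster reach different parts of T-DOM. The promoters of Hoxd1, Hoxd4 and Hoxd9 were used in the mouse library, each with a window of 5 kb on either side of the start site, and the cluster itself was left out of the targets. The corresponding chicken promoters were not analysed here. The 3 promoters together had 14732 pairs with T-DOM and 3322 pairs with C-DOM, a T-DOM share of 81.6% (95% Wilson interval 81.0 to 82.2%). The largest shift of this share, to 79.5%, came from counting pairs with identical positions 1 time. Read pairs amplified by PCR are not independent molecules, and these intervals cover counting error only.

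The T-DOM share was 87.8% (86.9 to 88.6%) for Hoxd1, 84.0% (82.9 to 84.9%) for Hoxd4 and 73.9% (72.8 to 74.9%) for Hoxd9. Of the contacts with T-DOM, 76.3% (75.2 to 77.4%) of those of Hoxd1 were with sub-TAD1, against 66.9% (65.5 to 68.3%) for Hoxd4 and 56.5% (55.1 to 57.9%) for Hoxd9. Sub-TAD1 outside the cluster was divided at its middle, at 74957571. The part on the side of the cluster received 59.4% (57.9 to 60.9%) of the sub-TAD1 contacts of Hoxd1, which were 4134 pairs. This share was 40.8% (39.1 to 42.6%) for Hoxd4, with 2994 pairs, and 36.6% (34.8 to 38.4%) for Hoxd9, with 2734 pairs. Hoxd1 thus exceeded Hoxd9 by 22.8 percentage points (20.5 to 25.2). Two-sided Fisher's exact tests on the pairs, which compare promoters within 1 library and not conditions, gave p = 4.62e-77 for Hoxd1 against Hoxd9, 2.13e-54 for Hoxd1 against Hoxd4 and 0.00103 for Hoxd4 against Hoxd9. After Benjamini-Hochberg adjustment over these 3 comparisons, the exact test values were 1.39e-76, 3.20e-54 and 0.00103. Hoxd1 also lies closest to the part of sub-TAD1 outside the cluster, and no correction for the distance of each promoter was made. The difference between Hoxd1 and Hoxd9 shifted most, to 17.9 percentage points, when pairs with identical positions were counted 1 time.

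**Figure D4:**
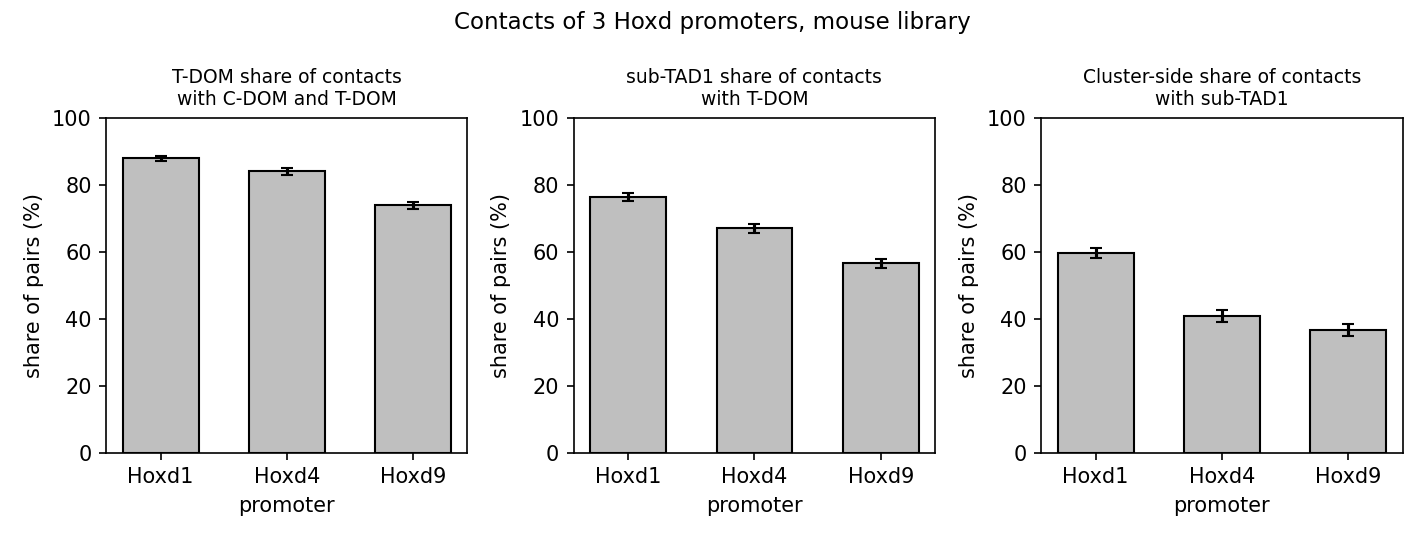
Shares of pairs (percent, vertical axis) for the Hoxd1, Hoxd4 and Hoxd9 promoters in the mouse library, where bars are the T-DOM share of contacts with C-DOM and T-DOM (left), the sub-TAD1 share of contacts with T-DOM (middle) and the cluster-side share of contacts with sub-TAD1 (right), and error bars are 95% Wilson intervals. All 3 shares descend from Hoxd1 to Hoxd9, the cluster-side share from 59.4% to 36.6%.

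To compare the maps as a whole, C-DOM, sub-TAD1 and sub-TAD2 were each divided into 20 segments of equal length in both species, and the log2 observed over expected contacts of the 1770 segment pairs were correlated. Spearman's rho was 0.820 (95% bootstrap interval over segments 0.729 to 0.894). Segment pairs are not independent replicates, and the value describes these 2 maps. The mirror image of the chicken map gave a rho of -0.115. The 59 other circular shifts of the chicken map along the segments gave a median of -0.07 and at most 0.780. The correlation was also compared with that of other triplets of neighbouring domains in the same libraries. Of the 48 pairings of a mouse triplet with a chicken triplet in either orientation, the syntenic pairing had the second highest rho. The highest, 0.834, came from a pairing of C-DOM, sub-TAD1 and sub-TAD2 of mouse with sub-TAD2 of chicken and the domains beyond it, so that C-DOM and sub-TAD1 were set against domains that are not syntenic to them, and the median of the 47 other pairings was 0.367. Of the alternatives, the removal of the mean of each domain pair changed rho most, to 0.658.

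**Figure D5:**
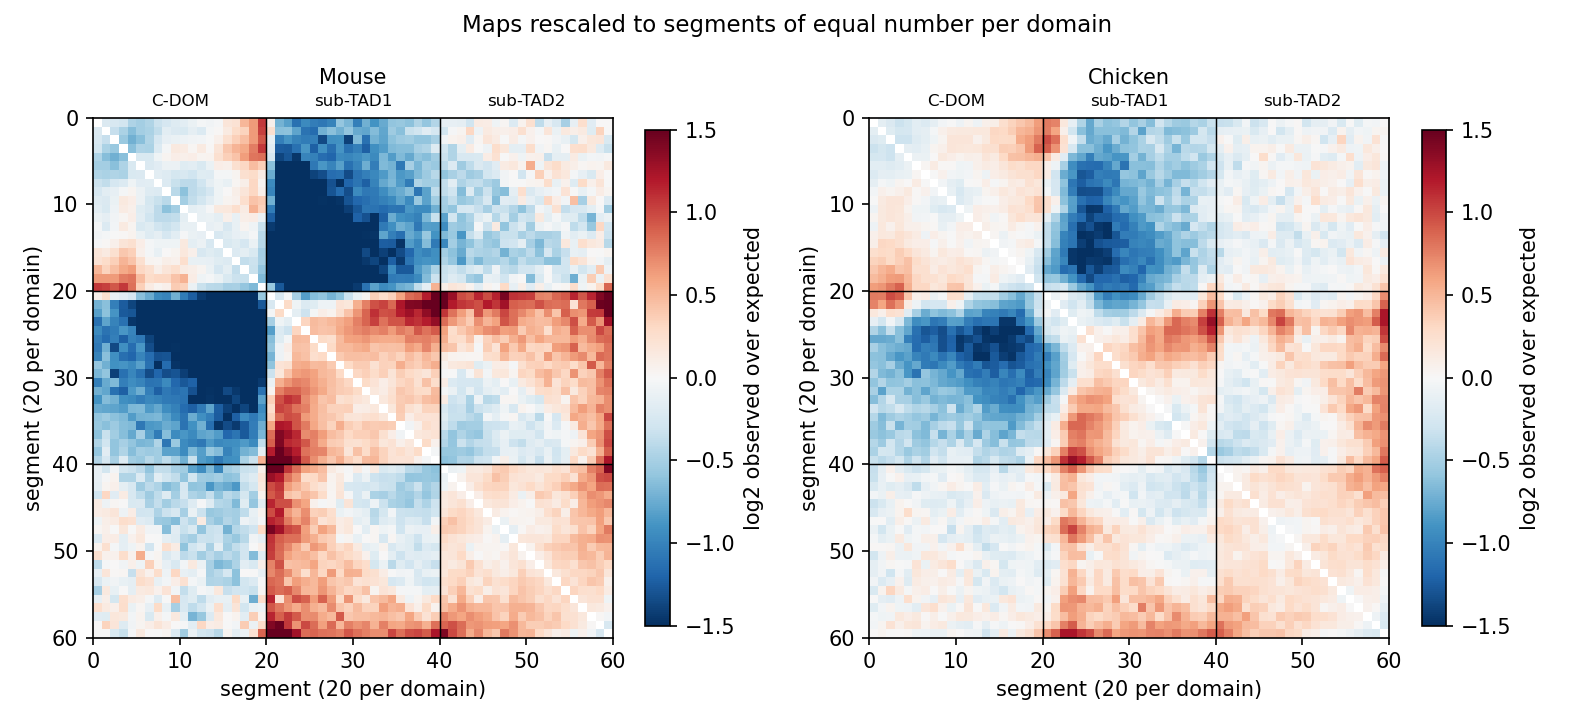
Contacts over the mean contact at the same segment distance (log2, colour) for pairs of segments (both axes, 20 segments per domain in the order C-DOM, sub-TAD1, sub-TAD2) in the mouse library (left) and the chicken library (right), with black lines between domains. The maps correlate with a Spearman's rho of 0.820 over 1770 segment pairs, and the depletion between C-DOM and sub-TAD1 is visible in both.

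The strongest single contacts were sought as squares of 5 by 5 bins with the highest observed over expected value. In mouse, the first linked 74685001 to 74710000, which holds the start of Hoxd9, with 75575001 to 75600000 at the outer border of T-DOM, and had an observed over expected value of 4.22 (3.78 to 4.65, counting error of 364 pairs). The next linked 74050001 to 74075000 in C-DOM with 74645001 to 74670000, which holds Evx2 and the start of Hoxd13, with a value of 3.97 (3.72 to 4.23, 907 pairs). Another linked 74695001 to 74720000, which also holds the start of Hoxd9, with 75130001 to 75155000 at the sub-TAD1/sub-TAD2 border, with a value of 3.92 (3.64 to 4.19, 777 pairs). Unbalanced counts moved the second of these values most, to 7.70.

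In the balanced map of the chicken library, the 3 strongest contacts lay outside of C-DOM and T-DOM. They linked positions next to the border at 16920000 with positions inside the last domain, which starts at 17320000, or next to its start. The squares were 16927501 to 16940000 with 17452501 to 17465000, at 3.701 (3.27 to 4.13, 285 pairs), 16922501 to 16935000 with 17492501 to 17505000, at 3.52 (3.07 to 3.97, 234 pairs), and 16930001 to 16942500 with 17305001 to 17317500, at 3.45 (3.15 to 3.75, 509 pairs). Unbalanced counts lowered these to 2.45, 1.82 and 2.83. They gave 2.65 for the square of 15855001 to 15867500, at the outer border of T-DOM, with 16310001 to 16322500 in sub-TAD1. This exceeded the first and second of the contacts named, so their rank depended on balancing.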

Values the study reported

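The study gave a global size of the TADs at this locus of 1.7 Mb in mouse and 0.8 Mb in chicken.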

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

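None of the tests reported in this part was chosen after its result was seen.

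Contacts within domains lay on opposite sides of the expected contact in the 2 libraries, with 1.04 in mouse and 0.985 in chicken. The same held within C-DOM, with 1.05 in mouse and 0.987 in chicken. With 1 library per species, the difference was not tested. The chicken interval for all 3 domains reached 1.0001. The expected contact of the whole analysed stretch also depends on domains outside of C-DOM and T-DOM, which differ between the libraries. When it was taken from the span of the 3 domains alone, the values were 1.14 in mouse and 1.09 in chicken for the 3 domains, and 1.14 and 1.09 within C-DOM. Unbalanced counts (1.10) and a minimum of 10 bins between ends (1.03) also placed the chicken value above 1. It stayed below 1 with identical positions counted 1 time (0.909), with bins of 5 kb (0.994) and after thinning (0.985). The opposite sides are thus consistent with a choice of the expected contact as their source. A difference remained with this expected contact, as both mouse values still lay above the chicken values. Its origin stays open, since species and library cannot be separated with 1 library each.

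Chicken pairs were also seen outside of the captured stretch, in data that the comparisons did not use. The coverage rose above 50% of its median between 14875001 and 17800000, a stretch of 2925 kb, against 2924 kb between the capture limits in the labels. Outside of it, 24724 pairs had both ends, which is 0.441% of 5600009 pairs, and 690792 pairs had 1 end. They are listed because the count exceeded the 3 pairs that a count of 0 allows, which says nothing about their source. Of the pairs that reach outside, 96.5% (95% Wilson interval 96.5 to 96.6%) had their other end inside. Fragments pulled down by a captured partner would give such pairs. However, the pairs at hand all lay between 14000003 and 18999875, and pairs farther out could not be counted. The share therefore cannot tell captured partners from background. The source of the pairs with both ends outside was not tested. No biological explanation was tested.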

How the results depend on the processing

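The tests with pairs of identical positions and strands counted 1 time, with the expected contact from base pairs, with the mean of each domain pair removed, and all alternatives of the contacts between domains, of the crossing contacts, of the position of equal contacts, of the decay exponent and of the squares at the corners of domains were chosen after the data were seen. No paired analysis was possible because each species had 1 library. No setting was run for chicken promoters, as those promoters were not analysed here.

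Of the 69 alternative values of the results that answer a comparison, 44 stayed within the interval of the value reported, 24 moved out of it and 1 changed sides. An observed over expected value was counted as having changed sides only where the interval of the value reported excluded 1. Where it included 1, a move across 1 was counted as a move or, within the interval, as no change. This applied to the chicken values within domains (1.10 with unbalanced counts and 1.03 at 10 bins or more), to sub-TAD1 with sub-TAD2 in mouse (1.21 with unbalanced counts) and to sub-TAD1 in chicken (0.967 with identical positions and 0.999 with identical positions and strands counted 1 time). For results without an interval, a change of up to 10% was counted as no change, and for the position of equal contacts 1 bin. All ratios of domain lengths stayed within their limits with borders at the lowest score. The C-DOM/T-DOM border had the lowest score in both species under each alternative except the 60 kb window in chicken.

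Unbalanced counts raised the observed over expected contact within domains to 1.203 in mouse and 1.10 in chicken, between C-DOM and sub-TAD1 to 0.540 and 0.6736, and between C-DOM and sub-TAD2 to 1.15 and 1.28, and lowered the correlation of the maps to 0.710. They also took the value within C-DOM in chicken to 1.06, within sub-TAD2 to 1.18 in mouse and 1.156 in chicken, and between sub-TAD1 and sub-TAD2 in chicken to 1.09, all from below to above 1. The score at the sub-TAD1/sub-TAD2 border rose to -0.08 in mouse and -0.07 in chicken, close to the median. The cause was not tested.

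Counting pairs of identical positions 1 time gave 79.5% for the T-DOM share of the 3 promoters, 17.9 percentage points for Hoxd1 minus Hoxd9 and, in chicken, 0.909 within domains, -0.63 for the C-DOM/T-DOM score, 0.694 for C-DOM with sub-TAD1 and 1.07 for C-DOM with sub-TAD2. By its construction, this setting counts each pair of fragments 1 time and so levels frequent and rare contacts, most in the deeper chicken library. The decay exponent was -0.525 in mouse and -0.288 in chicken. With strands also required to be identical, the T-DOM share was 81.0% and the chicken value within domains 0.958. The decay exponent was then -0.607 in mouse and -0.450 in chicken.

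Between bins at least 10 bins apart, contacts within domains were 1.12 in mouse and 1.03 in chicken. Displaced borders gave 0.839 in mouse, now below 1, and 0.828 in chicken, as the displaced domains by construction span true borders. The C-DOM/T-DOM score was -0.72 in chicken with the 60 kb window and -1.30 in mouse with the 480 kb window. At the sub-TAD1/sub-TAD2 border, the narrowest windows gave -0.77 in mouse and -0.48 in chicken. The widest gave 0.0367 and 0.00469, which is close to the median of the analysed stretch, although contacts across this border were still depleted at these distances, to 0.531 and 0.723 of those within the flanking domains. The mouse window is longer than either sub-TAD, whereas the chicken window is longer than sub-TAD2 but shorter than sub-TAD1, and the cause was not tested. Promoter windows of 10 kb gave 20.3 percentage points for Hoxd1 minus Hoxd9, and targets within the same distance gave a T-DOM share of 80.8%. Division of sub-TAD1 at the far end of Mtx2 gave 19.1 percentage points and a cluster-side share of 40.1% for Hoxd1, below 50%, as that part of sub-TAD1 is shorter. Removal of the mean of each domain pair left a correlation of 0.658.

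Of 245 alternative values of the other results, 142 stayed within their interval, 96 moved and 7 changed sides, and all 7 are given above. Thinning the chicken library to the number of mouse pairs left a C-DOM/T-DOM score of -0.96 and a correlation of 0.782. The mouse library was not thinned. Its depth limits the single contacts, as the square at the corner of the outer borders of C-DOM and T-DOM rested on 68 pairs.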

Other observations

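The tests chosen after the result was seen were those of thinning and of the window for the depth of the mouse border, the count of triplets with domain-pair means removed, the contacts of all neighbouring and next neighbouring domains, and the search at the corners of domains. The correlations with the expected contact from base pairs and with the mean of each domain pair removed were likewise chosen after the data were seen. The requirement that the count of triplets be low in all 3 versions of the correlation was also set after the counts were seen.

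The correlation of the mouse and chicken maps was weighed against simpler sources. Of the 60 circular shifts, 1 gave a rho as high, which was the real alignment, although neighbouring shifts resemble each other. With the expected contact taken from base pairs, rho was 0.814 and the highest other shift 0.795. With the mean of each domain pair removed, rho was 0.658 and the highest other shift 0.622. These values argue against chance alignment, unequal segment lengths and the mean level of each domain pair as the whole source. Generic structure of any 3 neighbouring domains stays open. Of the 48 pairings of triplets, 2 had a rho as high, the syntenic one included, and 1 with the expected contact from base pairs. With the domain-pair means removed, 6 of the 48 were as high and the highest other value was 0.714, so the finer pattern within domains and domain pairs is consistent with generic structure. Pairings share domains and are few, so syntenic and generic structure cannot be told apart for the whole map. Conservation between species is a candidate explanation for the rest, as a hypothesis. A rho of 0.820 alone may overstate how specific the resemblance is.

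The C-DOM/T-DOM border had the lowest score in both species. Poor recovery of pairs at the border could give such a minimum. The 4 bins around the border had a coverage at percentile 87.7 in mouse and 59.8 in chicken, so they were not among the least covered. The score averages many more bins on each side of a balanced map, so the coverage of these 4 bins cannot decide the question. No other source of the minimum was tested.

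The border was deeper in mouse (-1.74) than in chicken (-0.97), which was not tested between species. Thinned to the number of mouse pairs, the chicken score was -0.96, outside the mouse interval of -2.04 to -1.38. The analysed stretches differ in length and bins, so the chicken library was also thinned to as many pairs per kb (923561 pairs) and per bin (1847122 pairs) as in mouse, which gave -0.96 and -0.97. These values argue against depth. The lowest chicken score over the 3 windows was -0.97 and the highest mouse score -1.30, which argues against the width of the window. Background from random ligation could fill a border. With the mean contact of pairs over 1500 kb apart taken off as an upper limit of it, the chicken score was -1.03, still outside the mouse interval, and the mouse score was -2.02. A difference between the species, between the stages or between the libraries stays open, and 1 library per species cannot separate them.

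Around the border, the chicken profile stayed close to equal contact over the first bins of sub-TAD1. Within 10 bins of each of the 6 pairs of borders, the highest square was sought. In mouse, the corner of the C-DOM/T-DOM border with the T-DOM outer border (4.22), that with the sub-TAD1/sub-TAD2 border (3.92) and that with the C-DOM outer border (3.81) were the squares found. The first 2 are among the strongest contacts of the whole map, named above, so their rank is not a test. For the last, the same search at 467 places along the map at the same distance gave 0 higher values. Neighbouring places share most of their searched area, here and below, so such places are not independent. In chicken, the same corners reached 2.28, 1.61 and 2.03, and the same search gave higher values at 85 of 770, 221 of 856 and 88 of 846 places. The chicken squares that face T-DOM both lay at 16310001 to 16322500, inside sub-TAD1, as did the mouse squares at 74685001 to 74710000 and 74695001 to 74720000. In mouse, the square sought at the C-DOM outer border lay at 74655001 to 74680000 inside C-DOM, with its partner at 73910001 to 73935000. In chicken, the one sought at the C-DOM outer border lay at 16327501 to 16340000, also inside sub-TAD1, with its partner at 16632501 to 16645000 just beyond C-DOM. The 3 other corners did not all go this way. The corner of the outer borders of C-DOM and T-DOM had 1.964 in mouse, with higher values at 66 of 284 places. In chicken it had 1.935, with higher values at 23 of 654. This chicken value fell to 1.53 with the library thinned to the number of mouse pairs, below its interval of 1.67 to 2.20. The C-DOM outer border with the sub-TAD1/sub-TAD2 border had 1.67 (133 of 373 places higher) in mouse and 1.33 (293 of 740) in chicken, and the sub-TAD1/sub-TAD2 border with the T-DOM outer border 2.11 (69 of 532) and 1.47 (298 of 876). No explanation of these differences was tested.

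C-DOM contacted sub-TAD2 more than sub-TAD1 relative to the expected contact in both species, with 1.04 against 0.467 in mouse and 1.13 against 0.613 in chicken. Among the pairs of next neighbours, this value was the highest of 4 in mouse, where the others ranged from 0.722 to 1.03, and ranked 4 of 6 from the lowest in chicken, where the others ranged from 0.728 to 1.38. It was thus not exceptional in chicken, and no explanation was tested. The expected contact between C-DOM and sub-TAD2 comes mostly from pairs that cross borders, so its values near 1 follow in part from the measure.

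Fragment pairs seen more than 1 time made up 8.30% of all fragment pairs in mouse and 24.04% in chicken. Among fragment pairs over 100 kb apart seen exactly 2 times, 28.9% (28.6 to 29.2%) of 74230 in mouse and 26.9% (26.7 to 27.0%) of 398892 in chicken had the same strands in both copies, where chance gives 25.02% and 25.01%. Unequal use of the ends of each fragment would give 27.1% in mouse and 26.7% in chicken, below both intervals, so it accounts for part of the excess but not for all of it. A small remainder of PCR duplicates, with an excess of 1.84 percentage points in mouse and 0.210 in chicken, is consistent with these shares. Pairs of fragments closer together and those seen more than 2 times were not tested. No biological explanation was tested.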
